A study of Ictidomys tridecemlineatus with 15 samples. Its data were reported in "Heterochronic transcription factor expression drives cone-dominant retina development in 13-lined ground squirrels" (2026).

How the data were processed

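Single-cell RNA sequencing was carried out on whole retinas of the 13-lined ground squirrel (13LGS), a rodent with a cone-rich retina, between embryonic day 18 (E18) and postnatal day 21 (P21). The libraries were 10x Chromium 3′ v3.1 libraries, in which each captured mRNA molecule carries a unique molecular identifier (UMI), so that a count is a count of molecules and not of PCR copies. Per the study's methods, the authors processed the reads with CellRanger 3.1.0 on the HiC_Itri_2 assembly, joined the libraries with CellRanger aggr 3.1.0, and analysed the cells in Seurat 4.0.4 with the SCT workflow. They named cell types cluster by cluster from marker genes found with FindAllMarkers. The minimum numbers of UMIs and genes per cell, any removal of doublets, and whether aggr subsampled reads to equal depth are not given in the sources used here.

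The values used were the UMI counts per gene and cell that the authors deposited as a single matrix, which are whole numbers and not normalized, together with the deposited cell table that gives each cell's name, time point and cell type. The other 3 columns of that table, the coordinates of an embedding, were not used. The matrix held 34181 gene rows, of which 33658 had a count in at least 1 cell, and 53394 cells. The list of gene names held 30265 entries and carried no row numbers. The files as held here therefore do not pair a name with a matrix row, and genes are given by their row number in the matrix, counted from 1. Planned comparisons that need named genes (S-cones against M-cones, and the cone-promoting factors in neurogenic progenitors against amacrine cells) are not analysed here. To check that the cell table follows the order of the matrix columns, 3000 held-out cells were assigned to the nearest mean profile of the 12 annotated types: 89.4% fell nearest their own annotated type, against 7.87% after the types were shuffled.

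Each cell name ends in a library suffix. A time point was used when it had no more suffixes than samples in the labels. P1 had 2 suffixes and 1 sample, and the cell names do not show which suffix is that sample, so its 6920 cells (13.0% of the matrix) are not analysed here. The other 46474 cells came from 14 libraries at 9 time points: 7 embryonic libraries (1 at E18 and 2 each at E21, E24 and E26) and 7 postnatal libraries (1 each at P4, P17 and P21, and 2 each at P8 and P12). The letters a and b name the 2 libraries of a time point and do not correspond to the replicate numbers in the labels, which the suffixes do not show. Age in days was the embryonic day, or 27 plus the postnatal day, because birth is at embryonic day 27. All deposited cells of these libraries were kept. Scrublet, run per library in scanpy 1.11.5 with an expected doublet rate of 0.05, called 5 cells (0.0108%), and no doublets were removed. Whether the caller failed or doublets had been removed before deposit was not tested. The 5 comparisons of gene expression between stages and between classes were also repeated without the 4585 cells (9.87%) whose UMI count was above 2 times the median of their library and type.

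A cell type share is the number of cells of a type divided by all cells of its library. Shares of a library are not independent, since they add up to the whole. Single shares are given with 95% Wilson intervals, and a count of 0 cells with the share that 3 cells would give. These intervals and limits cover counting error only. The relation of each share to age was tested over 14 libraries with Spearman's rho and Pearson's r, each by a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over the 12 types. It was repeated without the 2 libraries farthest from the median age and within each stage by exact enumeration. Cone and rod shares of the same library were compared with an exact two-sided sign-flip permutation test.

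For gene expression, cells are not replicates, so UMI counts were summed per library over all cells of a class. Primary and neurogenic progenitors each pooled the early-stage and late-stage annotations, so that the genes that separate those annotations do not define the groups. A library entered a comparison with at least 10 cells of the class. The sums were tested with edgeR 4.0.16 in R 4.3.3: genes were filtered with filterByExpr, library sizes scaled by the trimmed mean of M-values (TMM), and stages compared with glmQLFit and glmQLFTest. Postnatal classes of the same libraries were compared with the library as a block. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The study tested single cells in Seurat, and sums per library were used here in place of that test. CPM are UMIs per 1e6 UMIs of the same sum, with the size of the sum scaled by the TMM factor of the comparison, so that a row can have slightly different CPM for the same sums in different comparisons. Pooled CPM and CPM with a Poisson interval are not scaled. The tests are two-sided except where a test is said to be one-sided.

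Choices of samples, comparisons, tests, alternatives and the rule for named genes were made before the data were examined, except for the alternative without cells of high UMI count and the tests that the closing part gives as chosen later. By that rule, the genes named are those with the largest positive and the largest negative log2 fold change among genes with an adjusted p below 0.05, a mean CPM of at least 50 over the sums of the comparison, and the same direction in every library (groups that do not overlap, or every pair). The rule asked for 3 genes each way and a list of factors named by the study. Because names are not tied to rows, the list was not used and at most 2 rows each way are given.

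The alternatives were DESeq2's size factors (RLE) in edgeR, DESeq2 1.42.0 itself, no filter on low counts, a mean CPM of at least 10, at least 30 cells, age in days as a continuous covariate, sums thinned to equal totals, the early annotation before birth against the late annotation after birth, no library block, and each library left out in turn. Shares were also computed from time point means, from cells with at least 1000 UMIs, and from the rank order of the time points. Alternatives with the replicate number as a block, and those that use counts of named genes, were not run.

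The tests were run on simulated data. With 200 genes changed by known amounts among counts drawn at the real means and library sizes, the edgeR test recovered 69.5% of the changed genes for neurogenic progenitors between stages (9349 genes), 53.5% for primary progenitors (14757 genes), 63% for photoreceptor precursors (8571 genes), 90% for neurogenic against primary progenitors (5654 genes), 85% for precursors against neurogenic progenitors (7465 genes), and 63.5% for the difference in stage effect between both progenitor classes (11834 genes). Of the genes called, 3.47%, 2.73% and 3.08% were unchanged ones in the 3 stage comparisons, but 7.22% (14 of 194) for neurogenic against primary progenitors and 6.08% (11 of 181) for precursors against neurogenic progenitors. In the simulated data of these last comparisons the share of false calls was thus above the threshold of 0.05. The simulated libraries differed in size but not in the level of unchanged genes, unlike real libraries. The trend test recovered 20 of 20 simulated trends and called 2 of 180 shares without one.

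An age was fitted to the sum of each library and class from 500 gene rows with a mean CPM of at least 10. These were the rows most correlated with age in the libraries of the other time points, on the scale of log2(CPM + 10). On simulated ganglion cell sums the median absolute error was 0.17 days. This simulation carried the measured slopes of the genes and was redrawn once, after a noisier version had given a larger error. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for shares and permutation tests, and matplotlib 3.10.9 for plots.

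Depth differed between the stages. Library totals ran from 21155399 to 49415813 UMIs before birth and from 5068787 to 22995400 UMIs after birth, and the median cell held 7664 and 2430 UMIs respectively. Low-abundance genes were therefore measured with less precision in postnatal libraries, and the smallest sum tested held 86617 UMIs in the comparisons of progenitors and precursors and 39032 UMIs (horizontal cells of P8b) in the comparison of stages over 5 classes.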

Results

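The developing 13LGS retina was sampled by single-cell RNA sequencing at 9 time points from E18 to P21, with 7 embryonic and 7 postnatal libraries used here. The libraries held between 1369 cells (P8b) and 5522 cells (E18), 46474 in all: 19630 before birth and 26844 after birth. Embryonic libraries were deeper, with library medians of 5230.5 to 11868 UMIs per cell against 1548 to 4175 UMIs per cell in the postnatal libraries. Depth and stage therefore run together in these data. The median cell had 2840 detected genes before birth and 1337 after birth. The deposited annotation divided the cells into early-stage and late-stage primary retinal progenitor cells (RPCs), which divide and self-renew, early-stage and late-stage neurogenic progenitors, which are about to form neurons, photoreceptor precursors, cones, rods, retinal ganglion cells, horizontal cells, amacrine cells, bipolar cells and Müller glia.

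The time course asks in which order these types appear in a retina that becomes cone-rich. Early-stage primary RPCs made up 70.5% of the E18 library (3892 of 5522 cells, 95% Wilson interval 69.3% to 71.7%). They fell to 26.1% and 31.0% in the E26 libraries and to 0.128% (5 of 3908 cells) at P4. Retinal ganglion cells made up 20.3% to 41.3% of the embryonic libraries and 3.82% to 13.4% of the postnatal ones. The share of horizontal cells averaged 8.63% ± 2.06 (SD, n = 2) at E21, 15% ± 0.618 (SD, n = 2) at E24 and 21.4% ± 0.585 (SD, n = 2) at E26. Amacrine cells were not detected in 5 of the 7 embryonic libraries and made up 23% to 47.5% of the postnatal libraries. Bipolar cells averaged 10.9% ± 5.46 (SD, n = 2) at P8 and 27.7% ± 6.39 (SD, n = 2) at P12, and 3 such cells were found among 3908 at P4. Müller glia were not detected in the P4 library, where 0 of 3908 cells allows a share of up to 0.0768%, and averaged 7.85% ± 0.942 (SD, n = 2) at P12.

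**Figure D1:**
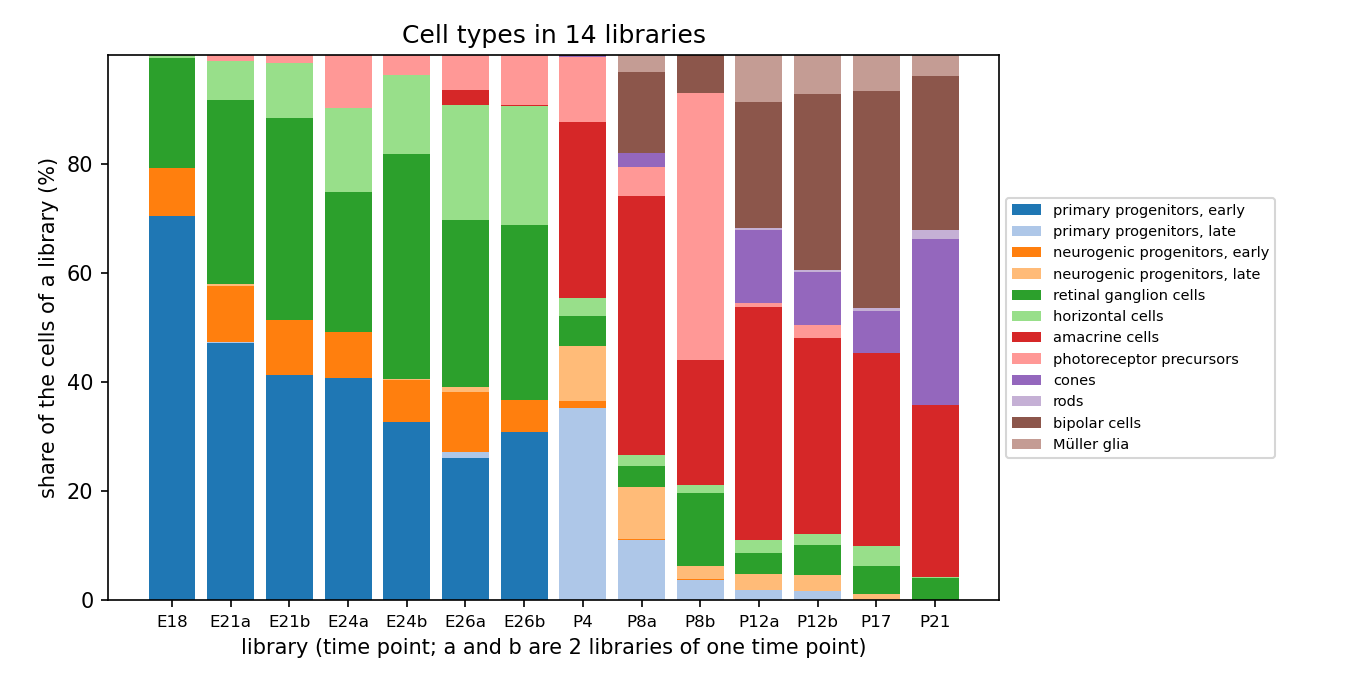
Each bar is 1 of the 14 libraries in order of age, and its segments give the percentage of that library's cells in each of the 12 annotated types. Early-stage primary RPCs take up 70.5% of the E18 library and 0.128% of the P4 library, and the P8 libraries differ in their photoreceptor precursors (5.21% and 48.9%).

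Over the 14 libraries, the shares of 8 of the 12 types were related to age at an adjusted p below 0.05 (two-sided permutation tests of Spearman's rho, adjusted over 12 types). The share of early-stage primary RPCs fell most steadily. Its rho with age was −0.96 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 6e-05) and its Pearson r was −0.88 (permutation p = 8e-05, adjusted p = 0.000264). Without the 2 libraries farthest from the median age (P21 and P17) r was −0.94. This type was detected in 9 libraries, in 7 of 7 embryonic ones. Within the embryonic libraries alone the relation held by exact permutation test, with rho −0.97 (p = 0.00317, adjusted p = 0.0127) and r −0.93 (p = 0.00159, adjusted p = 0.00635).

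The share of cones rose with age, with rho 0.86 (permutation p = 0.00014, adjusted p = 0.000336) and r 0.79 (permutation p = 1e-04, adjusted p = 0.000264), and r was 0.74 without P21 and P17. Cones were detected in 6 of the 7 postnatal libraries and in none of the embryonic ones. Within the 7 postnatal libraries the relation missed the threshold after adjustment, with rho 0.82 (exact permutation p = 0.0317, adjusted p = 0.0544) and r 0.86 (exact permutation p = 0.00952, adjusted p = 0.0571). The share of rods rose as well, with rho 0.80 (permutation p = 5e-05, adjusted p = 0.00015) and r 0.75 (permutation p = 8e-05, adjusted p = 0.000264), and r was 0.69 without P21 and P17. Rods were detected in 4 libraries. Within the postnatal libraries their rho was 0.96 (exact permutation p = 0.00238, adjusted p = 0.0143) and r was 0.90 (exact permutation p = 0.00238, adjusted p = 0.0286).

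Among the remaining types, bipolar cells (rho 0.92), amacrine cells (rho 0.85) and Müller glia (rho 0.80) rose, and early-stage neurogenic progenitors (rho −0.90) and ganglion cells (rho −0.80) fell. Their adjusted permutation p ran from 6e-05 to 0.0015, and their Pearson r were 0.89, 0.84, 0.77, −0.88 and −0.82, with adjusted permutation p from 0.000264 to 0.00207. Without P21 and P17 the r of bipolar cells was 0.84, of amacrine cells 0.90, of Müller glia 0.77, of early-stage neurogenic progenitors −0.92 and of ganglion cells −0.81. These relations did not all hold within a stage. After birth, exact permutation tests gave rho −0.05 for amacrine cells (adjusted p = 0.924), −0.42 for ganglion cells (adjusted p = 0.425) and 0.63 for Müller glia (adjusted p = 0.19). The pooled relation of amacrine and ganglion cells therefore rested on the step between the embryonic and postnatal libraries, which also differ in depth. Müller glia had no such step, since they were absent at P4 and in P8b, made up 3.12% of P8a, and were highest at P12. Within the postnatal libraries bipolar cells were past the threshold by exact permutation test of rho (0.85, adjusted p = 0.0495) but not of r (0.82, adjusted p = 0.0833). The same held for early-stage neurogenic progenitors (rho −0.92, adjusted p = 0.0286, and r −0.65, adjusted p = 0.245, by exact permutation test).

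Horizontal cells (rho −0.42, adjusted permutation p = 0.151), late-stage neurogenic progenitors (rho 0.42, adjusted permutation p = 0.151), late-stage primary RPCs (rho 0.46, adjusted permutation p = 0.136) and photoreceptor precursors (rho −0.13, adjusted permutation p = 0.662) showed no relation over the whole course. Horizontal cells rose within the embryonic libraries by exact permutation test (rho 0.97, adjusted p = 0.0127). After birth, late-stage primary RPCs fell by rank (rho −0.98, exact permutation adjusted p = 0.0143), as did photoreceptor precursors (rho −0.92, exact permutation adjusted p = 0.0254). Neither was past the threshold by Pearson's r (−0.73, exact permutation adjusted p = 0.101, and −0.48, exact permutation adjusted p = 0.387). The number of types past the threshold was 8 under each of the 3 alternatives for shares. The highest adjusted p among these 8 types under any alternative was 0.023, for amacrine cells with time point means (exact permutation test, rho 0.80, 9 time points).

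The change from the early-stage to the late-stage annotation of progenitors fell between E26 and P4 in the libraries used here. Among primary RPCs, 0% to 0.115% were annotated as late-stage in each embryonic library except E26a, where 42 of 1060 were (3.96%, 95% Wilson interval 2.94% to 5.31%). At P4, 1374 of 1379 were late-stage (99.6%, interval 99.2% to 99.8%). Among neurogenic progenitors, 37 of 462 were late-stage in E26a (8.01%, interval 5.87% to 10.8%) and 393 of 443 at P4 (88.7%, interval 85.4% to 91.3%). In the other libraries the late-stage share of neurogenic progenitors was at most 3.03% before birth and at least 97.1% after P4.

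The next comparison asks whether cones outnumber rods at each postnatal stage. Cones made up 0.23% of the cells at P4 (95% Wilson interval 0.121% to 0.437%) and 2.72% and 0% in the P8 libraries. They made up 13.4% and 9.71% in the P12 libraries, 7.67% at P17 (interval 6.99% to 8.42%) and 30.4% at P21 (interval 29.1% to 31.7%). Rods were not detected before P12. The share allowed by 0 cells was up to 0.0768% at P4 (3908 cells), 0.0996% in P8a (3012 cells) and 0.219% in P8b (1369 cells). Their share was 0.375% and 0.354% in the P12 libraries, 0.587% at P17 (interval 0.414% to 0.833%) and 1.76% at P21 (interval 1.43% to 2.16%). The cone share exceeded the rod share in 6 of 7 postnatal libraries and both were 0 in P8b. The mean difference was 8.72 percentage points ± 10.0 (SD, n = 7; exact two-sided sign-flip permutation test, p = 0.03125, the smallest possible when 1 library has a difference of 0). In the 4 libraries with rods there were 23.3 ± 10.2 (SD, n = 4) cones per rod, from 13.1 at P17 to 35.6 in P12a, over 2896 cones and 150 rods. With only the libraries of P12 and later the difference was 14.5 points and the exact permutation p was 0.125, the smallest that 4 libraries allow. With any 1 library left out the difference stayed positive, from 5.40 points without P21 to 10.2 points without P8b. The exact permutation p was then 0.0625 in each set of 6 libraries that keeps P8b, which is the smallest possible there.

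**Figure D2:**
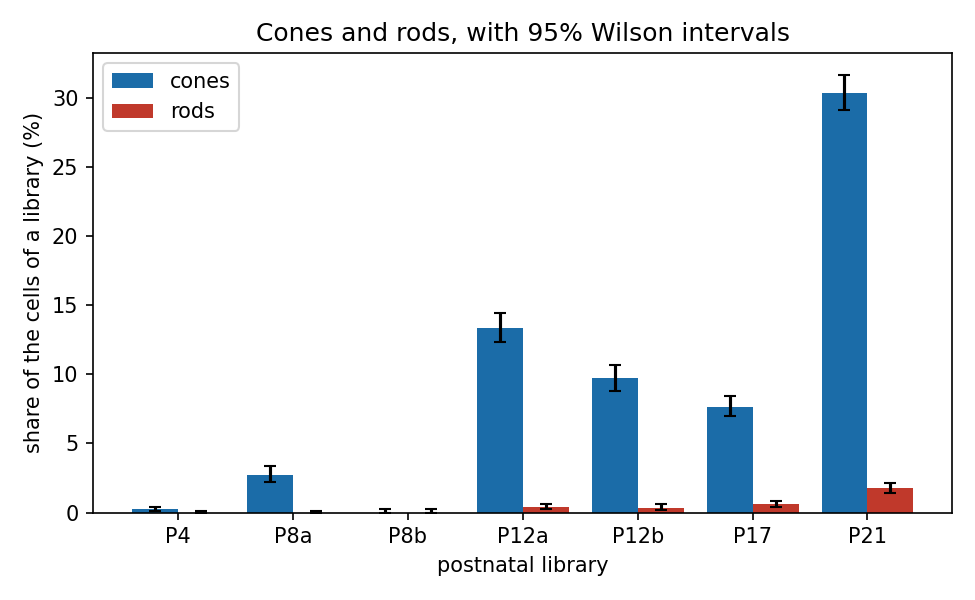
Bars give cones (blue) and rods (red) as a percentage of the cells of each of the 7 postnatal libraries, with 95% Wilson intervals that cover counting error only. The cone bar is the taller in 6 libraries, up to 30.4% against 1.76% at P21, and P8b holds neither type.

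Libraries of one time point differed by more than counting error in places. The largest difference in share within a pair was 5.88 points at E21 (early-stage primary RPCs), 15.6 points at E24 (ganglion cells), 5.14 points at E26 (early-stage neurogenic progenitors), 43.7 points at P8 (photoreceptor precursors) and 9.04 points at P12 (bipolar cells). Photoreceptor precursors were 157 of 3012 cells in P8a (5.21%, 95% Wilson interval 4.47% to 6.06%) and 669 of 1369 cells in P8b (48.9%, interval 46.2% to 51.5%). They were detected in 11 libraries, from E21 (0.978% and 1.40%) to P12 (0.844% and 2.38%). At E18, 0 of 5522 cells allows a share of up to 0.0543%.

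Gene expression was then compared between embryonic and postnatal stages within each progenitor class, which asks how late-stage progenitors differ from those that precede them. In neurogenic progenitors, 3227 of 9349 tested genes (34.5%) differed between 7 embryonic and 6 postnatal libraries by edgeR, 1543 of them higher and 1684 lower after birth. Of these, 824 rose and 1045 fell by at least 2-fold. The sums held 1211584 to 4215739 UMIs before birth and 86617 to 729947 UMIs after birth. The alternative that moved this count the most was thinning every sum to 86617 UMIs, which left 1356 testable genes, of which 360 were past the threshold.

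The rows with the largest rise in neurogenic progenitors were row 16096 and row 11308. Row 16096 rose by 6.88 on the log2 scale (SE 0.68, edgeR adjusted p = 6.11e-07), from 2.42 ± 4.82 CPM (SD, n = 7) to 345 ± 196 CPM (SD, n = 6), and by 9.40 without E26a, which holds most of its embryonic UMIs. Row 11308 rose by 6.55 (SE 0.48, edgeR adjusted p = 1.67e-08), from 1.77 ± 1.55 CPM (SD, n = 7) to 152 ± 67.2 CPM (SD, n = 6). Row 24203 fell by 3.74 on the log2 scale (SE 0.39, edgeR adjusted p = 1.26e-06), from 144 ± 35.2 CPM (SD, n = 7) to 6.94 ± 9.88 CPM (SD, n = 6), and fell by 4.88 without P4. Row 17801 had 3725 UMIs in the 15418767 of the embryonic sums and 1 UMI in the 2572754 of the postnatal sums, a ratio of pooled CPM of 622 with a 95% counting interval of 112 to 24550 (edgeR adjusted p = 4.85e-05). Its single postnatal UMI was in P17, and without that library the row was at least 194-fold lower, with a limit of 3 counts over the group. By the rule for named genes, the groups of libraries do not overlap for any row named here. Row 17801 was also about as abundant per cell in all classes of most embryonic libraries, so its level there is not specific to neurogenic progenitors.

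In primary RPCs, 4830 of 14757 tested genes (32.7%) differed between 7 embryonic and 5 postnatal libraries by edgeR, 1932 higher and 2898 lower after birth, and 963 rose and 1783 fell by at least 2-fold. The median log2 change of all tested genes was −0.18 with TMM and −0.15 with DESeq2's size factors, so the excess of lower calls is relative to a median under 0. Among genes with a mean CPM of at least 10 the median was −0.01 and the split was 1847 higher against 1548 lower. One library decided part of the count, since 2992 genes were past the threshold without P8a. Row 16096 rose by 6.98 (SE 0.81, edgeR adjusted p = 5.09e-05), from 1.66 ± 2.32 CPM (SD, n = 7) to 169 ± 75.8 CPM (SD, n = 5), and by 8.02 without E26a. Row 28549 rose by 4.84 (SE 1.02, edgeR adjusted p = 0.00293), from 8.81 ± 10.2 CPM (SD, n = 7) to 238 ± 119 CPM (SD, n = 5), and by 5.44 without E26b. Row 17804 fell by 6.87 on the log2 scale (SE 1.5, edgeR adjusted p = 0.0035), from 288 ± 352 CPM (SD, n = 7) to 4.14 ± 2.21 CPM (SD, n = 5), where the postnatal value rests on 9 UMIs. It fell by 5.80 without P4 and by 6.18 without E24a. With age as a continuous covariate row 17804 was no longer past the threshold (edgeR adjusted p = 0.112). Row 17801 had 18732 UMIs in the embryonic sums (197 pooled CPM) and 0 among 4240532 UMIs of the postnatal sums, which makes it at least 278-fold lower, with a limit of 3 counts over the group (edgeR adjusted p = 0.00316). Without P4, which holds most of these UMIs, this bound was 105-fold. Both row 17801 and row 17804 were about equally abundant per cell in all classes of most embryonic libraries.

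In photoreceptor precursors, which occurred on both sides of birth, 2113 of 8571 tested genes (24.7%) differed between 6 embryonic and 5 postnatal libraries by edgeR, 1148 higher and 965 lower after birth, and 660 rose and 544 fell by at least 2-fold. Row 2120 rose by 5.85 (SE 0.73, edgeR adjusted p = 2.82e-05), from 1.51 ± 1.47 CPM (SD, n = 6) to 132 ± 102 CPM (SD, n = 5). Row 4503 rose by 5.69 (SE 0.53, edgeR adjusted p = 1.89e-06), from 1.39 ± 2.16 CPM (SD, n = 6) to 129 ± 54.7 CPM (SD, n = 5). Row 33363 fell by 8.39 on the log2 scale (SE 0.86, edgeR adjusted p = 3.73e-06), from 2290 ± 2042 CPM (SD, n = 6) to 5.68 ± 4.16 CPM (SD, n = 5). Row 17801 had 1902 UMIs in the embryonic sums (513 pooled CPM) and 0 among 6193076 UMIs of the postnatal sums, at least 1060-fold lower with a limit of 3 counts over the group (edgeR adjusted p = 4.76e-05). The bound was 514-fold without P8b and 520-fold without E24a. Row 33363 shared with row 17801 a similar level per cell across the classes of most embryonic libraries.

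**Figure D3:**
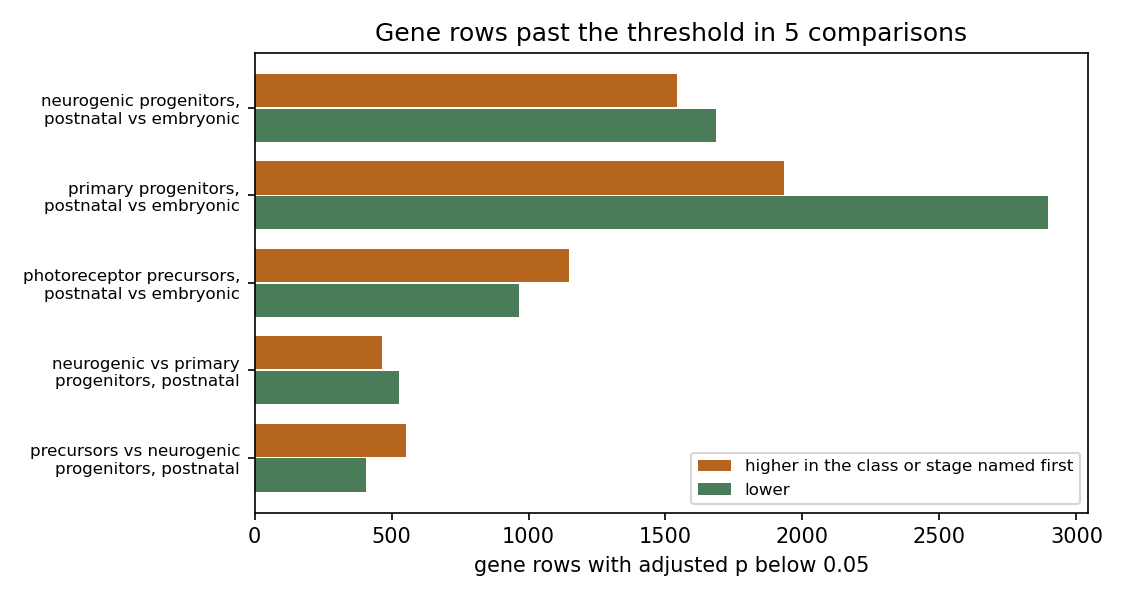
Bars give the number of gene rows with an edgeR adjusted p below 0.05 in each of 5 comparisons, split into rows higher (brown) and lower (green) in the stage or class named first. Primary RPCs between stages have the most, with 1932 higher and 2898 lower, and precursors against neurogenic progenitors have 552 higher and 405 lower.

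The change with stage was also compared between both progenitor classes in the 12 libraries that held them (7 embryonic and 5 postnatal). The effect of stage differed for 337 of 11834 genes by edgeR, 172 more positive and 165 more negative in neurogenic progenitors than in primary RPCs.

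Classes were then compared within postnatal libraries, which asks what changes as a late-stage progenitor becomes neurogenic and then a photoreceptor precursor. The annotation rests on marker genes of the same cells, so genes that set the annotation are among those called here. Between neurogenic progenitors and primary RPCs of 5 libraries, 991 of 5654 tested genes (17.5%) differed by edgeR with the library as a block, 464 higher and 527 lower in neurogenic progenitors. Without P8a the count was 553 and without P4 it was 638. Row 25861 was higher in neurogenic progenitors by 3.67 on the log2 scale (SE 0.25, edgeR adjusted p = 6.69e-08), at 1335 ± 592 CPM against 100 ± 52.6 CPM (SD, n = 5 each). Row 20600 was higher by 3.60 (SE 0.37, edgeR adjusted p = 1.96e-06), at 2102 ± 1050 CPM against 173 ± 126 CPM (SD, n = 5 each). Row 13365 fell by 2.91 (SE 0.25, edgeR adjusted p = 4.09e-07), from 207 ± 92.8 CPM to 31.4 ± 13.4 CPM (SD, n = 5 each). Row 2712 fell by 2.63 (SE 0.19, edgeR adjusted p = 6.69e-08), from 201 ± 69.5 CPM to 31.1 ± 19.9 CPM (SD, n = 5 each). Each of the 4 rows changed in the same direction in 5 of 5 libraries.

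Between photoreceptor precursors and neurogenic progenitors of the same 5 libraries, 957 of 7465 tested genes (12.8%) differed by edgeR with the library as a block, 552 higher and 405 lower in precursors. Without P8a the count was 583 and without P12b it was 585. Row 30961 was higher in precursors by 4.94 (SE 0.33, edgeR adjusted p = 1.55e-09), at 119 ± 67.5 CPM against 3.44 ± 3.49 CPM (SD, n = 5 each). Row 4503, which also rose with stage in precursors, was higher by 4.69 (SE 0.29, edgeR adjusted p = 7.16e-10), at 124 ± 54.2 CPM against 6.19 ± 3.30 CPM (SD, n = 5 each). Row 16859 fell by 2.52 (SE 0.41, edgeR adjusted p = 0.000171), from 163 ± 151 CPM to 27.7 ± 12.8 CPM (SD, n = 5 each), and under DESeq2 its adjusted p was 0.0609. Without P12b it fell by 1.52. Row 18157 fell by 2.35 (SE 0.24, edgeR adjusted p = 6.61e-07), from 166 ± 44.7 CPM to 38.7 ± 29.2 CPM (SD, n = 5 each). All 4 rows changed in the same direction in 5 of 5 libraries.

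**Figure D4:**
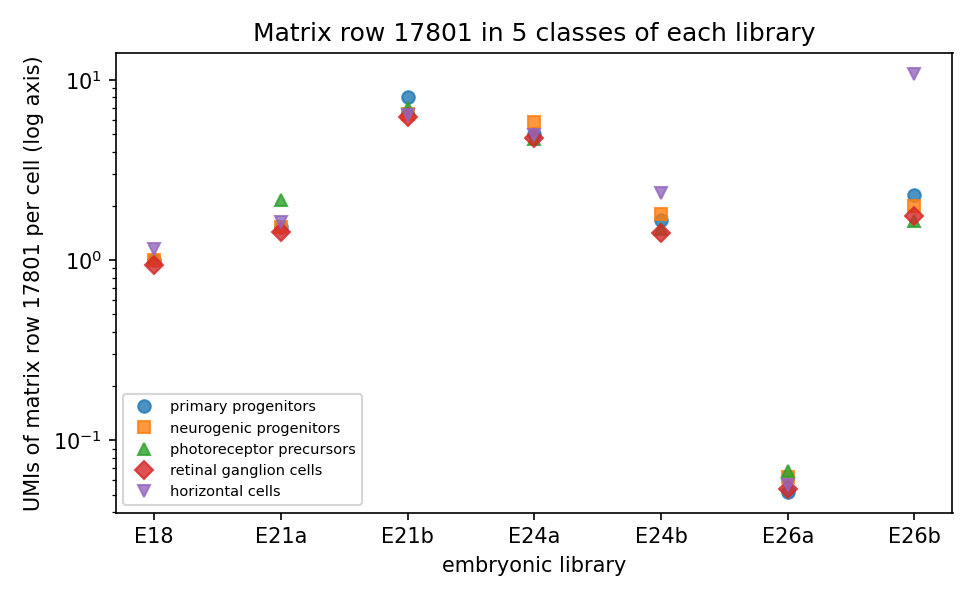
Points give the UMIs of matrix row 17801 per cell (log axis) in 5 classes of each of the 7 embryonic libraries, except that E18 has no precursors and shows 4. Classes of a library lie close together, with a median ratio of highest to lowest class of 1.31, while libraries span a 117-fold range, and horizontal cells of E26b are the exception at 10.8 UMIs per cell.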

Values the study reported

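The study reported that cones made up approximately 25% of all retinal cells in 13LGS once neurogenesis was complete at P12, from both its RNA and its chromatin data. It placed the change from early-stage to late-stage progenitor states between E26 and P1. Photoreceptor precursors were reported from E18 to P12, and rods were reported as undetected before P12.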

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

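Results of 2 kinds are taken up here: a library that stood far from the others of its stage (a gap above Dixon's critical value at the 95% level), and an effect of stage that differed between classes. Chance alone gives such a gap in about 1 of 20 sets. Of 58 sets tested, 14 had one, 8 of them among 20 sets of shares and 6 among 38 sets of values of the named rows. The libraries of a stage span several ages, so a gap can also mark the youngest or the oldest time point. The test of whether cones of P8b had been annotated as precursors was chosen only after the shares were seen.

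Library P8b held 48.9% photoreceptor precursors, against 12% in the next highest postnatal library (P4) and 5.21% in P8a. It also held 13.4% ganglion cells, against 5.60% in P4 and 3.85% in P8a. A stricter minimum of detected genes in P8b (its lowest cell had 1002 genes) does not account for the gap: with that minimum, P8a had 6.10% precursors. Cones annotated as precursors do not account for it either, since cones and precursors together took 7.93% of P8a. The precursor sum of P8b correlated with those of the other 4 postnatal libraries across 9029 gene rows at a mean r of 0.895, inside the range of the others (0.869 to 0.912). This measure does not single out precursors, though. In P12a, which held 36 precursors, the precursors of P8b correlated better with neurogenic progenitors (0.882), cones (0.868), Müller glia (0.866) and bipolar cells (0.864) than with precursors (0.853). In P12b only neurogenic progenitors (0.883) were above precursors (0.878). Müller glia (0.864), primary RPCs (0.856), cones (0.847) and bipolar cells (0.846) were below them there. In P8a primary RPCs (0.904) and neurogenic progenitors (0.929) came near precursors (0.938). Cells of other types called precursors in P8b therefore cannot be told apart from true precursors this way. The age fitted to the amacrine cells of P8b was 35.7 days and that fitted to its ganglion cells 35.4 days, beside a labelled age of 35 days and median errors of 1.05 and 1.08 days. The amacrine cells of P4 fitted 32.1 days, apart from those of P8b, but its ganglion cells fitted 34.9 days and its horizontal cells 35.1 days (P8b 34.3 days), so these classes do not separate P4 from P8. Neurogenic progenitors fitted 34.3 days in P8b and 31.2 days in P4, but differed by 3.40 days between both P8 libraries. The 52 primary RPCs of P8b fitted 31.7 days, but this class also missed by 7.24 days in another postnatal library. An age other than labelled therefore cannot be told apart from the labelled one where they differ by a few days, because the errors of the fit are as large. Apart from the primary RPCs, the classes lay within 0.712 days of the label. Differences in dissection or in the recovery of cell types may still be the source, and were not tested. The design gives no biological difference between both P8 libraries beyond the animals themselves.

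Library E26a was the highest of the embryonic libraries in amacrine cells (2.77%, next 0.0466% in E26b), in late-stage neurogenic progenitors (0.95%, next 0.326%) and in late-stage primary RPCs (1.08%, next 0.0543%). Cells carried over from a postnatal library through swapped indexes would share its barcodes. Only 2 of the 187 cells concerned (1.07%) had a barcode found in a postnatal library used here, against 0.674% of the other cells of E26a, with overlapping 95% Wilson intervals (0.294% to 3.82% and 0.457% to 0.994%). P1 was not part of that test. A lower gene minimum in E26a does not account for the cells, since 99.5% passed the minimum of E26b. If E26a came from a more advanced embryo, its early-stage progenitors should look older as well. In early-stage primary RPCs the fitted age of E26a was above that of E26b by 0.82 days. The other embryonic pairs differed by −0.05 days (E21) and 0.99 days (E24). The postnatal pairs differed by 5.08 days (P8) and 2.36 days (P12), but these are sums of all primary RPCs, nearly all late-stage. The fit in neurogenic progenitors went in the same direction by 3.64 days, above the other pairs of that class (0.11 to 3.40 days). There E26a fitted 25.9 days, near its label, and E26b fitted 22.3 days, so the gap came from a low fit of E26b. The median error of that class was 1.32 days and its largest error 5.32 days. The fits in ganglion cells (−0.75 days) and horizontal cells (−0.27 days) went the other way. Amacrine cells, fitted in E26a but not in E26b, gave 29.5 days, the largest miss of their class. A more advanced embryo therefore cannot be told apart from no difference, because the classes disagree in direction and the fit can miss by more than the differences found. It remains a candidate explanation.

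The same library was the highest embryonic one for row 16096, with 13.2 CPM in neurogenic progenitors (48 UMIs, next 2.54 CPM in E26b) and 6.53 CPM in primary RPCs (46 UMIs, next 2.31 CPM). Row 16096 was among the rows with the largest rise after birth. In E26a the UMIs lay in the early-annotated cells, with 11.8 CPM (without TMM scaling, as in the values that follow) in early-stage neurogenic progenitors (95% Poisson interval 8.71 to 15.7) against 2.48 CPM in E26b (3 UMIs, interval 0.511 to 7.24). In early-stage primary RPCs the values were 6.06 CPM (interval 4.42 to 8.11) and 2.28 CPM (interval 1.37 to 3.55). The late-annotated cells of E26a therefore do not account for it. A more advanced embryo would go in this direction. The fitted ages, 0.82 days apart in early-stage primary RPCs and 3.64 days in neurogenic progenitors, leave it open.

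P4 held 35.2% late-stage primary RPCs, against 11% in the next library, and 1.28% early-stage neurogenic progenitors, against 0.133%. In neurogenic progenitors it was the highest postnatal library for row 24203 (26 CPM, 18 UMIs, next 7.33 CPM), a row that fell after birth. The early-stage neurogenic progenitors and row 24203 place P4, the youngest postnatal time point, nearest to the embryonic libraries. The late-stage primary RPCs do not, since they were at most 1.08% before birth. P21, the oldest, held 1.76% rods against 0.587% at P17. Age is the open biological explanation for these gaps and, with 1 library each at P4 and P21, was not tested apart from the library. P21 also held only 1 horizontal cell among 5057 cells, against 192 among 5277 at P17. A difference in the recovery or annotation of cell types in P21 therefore stays open as well.

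The remaining gaps rest on few molecules or on P8b. Row 17801 had 5.07 CPM in the neurogenic progenitors of P17, from 1 UMI, with 0 in the other 5 postnatal libraries. Row 17804 was the lowest in the primary RPCs of P4, at 0.392 CPM from 1 UMI, although this sum was the largest of the 5 (2639867 UMIs). The other 4 postnatal libraries had 1 to 4 UMIs each (4.40 to 5.96 CPM). In embryonic libraries row 17804 was about as abundant per cell in every class (median ratio of the highest to the lowest class 1.35), as was row 17801 (1.31), so its level may follow RNA free in a library more than the cells. In the libraries of P4 to P12 none of the 5 classes counted (both progenitors, precursors, ganglion and horizontal cells) held more than 10 UMIs of the row, and in P17 it held 0.314 UMIs per cell in neurogenic progenitors, 0.549 in ganglion cells and 0.599 in horizontal cells. Row 18157 had 89.6 CPM in the precursors of P8b (278 UMIs), against 37.7 CPM in the next library. This row was lower in precursors than in neurogenic progenitors, so precursors of P8b that stand nearer to neurogenic progenitors may be the source. Their mean r of 0.895 with other precursor sums does not decide this.

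The effect of stage differed between neurogenic progenitors and primary RPCs for 337 genes. Only 1 of 50 splits of the 12 libraries, the real one, gave as many, and the highest of the others gave 45 genes. Chance is thus argued against, as far as 50 splits can show. The number of splits was set at 50 after a draw of 100 had likewise given only the real one. Postnatal sums of neurogenic progenitors were smaller than most of the others, and the interaction was not repeated on thinned sums, so depth stays open beside a difference in biology.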

How the results depend on the processing

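The alternative without cells of very high UMI count was chosen after seeing the data. The others were fixed beforehand. No paired analysis was possible because the library suffixes in the cell names do not show the replicate numbers of the labels, so the fit with the replicate number as a block was not run. This concerns pairs of samples across groups, while cones and rods, and classes of the same library, were compared within libraries. Also not run were the alternatives that split cells by counts of named genes, and those of the S-cone and cone-promoting factor comparisons. The time point means were taken over 9 and not 10 time points. At least 30 cells per library left the same libraries as at least 10 in every comparison except precursors between stages (1823 genes), so it tests nothing in the others.

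Of 99 values of the comparisons under an alternative, 79 kept their direction and side of the threshold (for a count, within 1.5 times), 7 lost the threshold, 13 moved by more, and 0 reversed. For single cell types, 36 of 36 values kept direction and side, with 8 types past the threshold under each of the 3 alternatives. For the named rows, 326 of 328 did. A further 16 values are missing because the row did not pass the filter on low counts under that alternative. Of these, 9 were under thinning, 6 were row 17801 in neurogenic progenitors without E18, E21a, E21b, E24a, E24b or E26b, and 1 was row 2120 without cells of high UMI count. The exceptions were row 17804 in primary RPCs with age as a continuous covariate (edgeR adjusted p = 0.112, range over its other alternatives 9.16e-07 to 0.0167) and row 16859 in precursors against neurogenic progenitors under DESeq2 (adjusted p = 0.0609, range over its other alternatives 8.82e-25 to 0.0114). The cause was not tested.

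The difference between cones and rods was 18.6 points with precursors counted as cones (exact permutation p = 0.0156), 8.79 points with cells of at least 1000 UMIs (exact permutation p = 0.0313), and 14.5 points with P12 and later (exact permutation p = 0.125, the smallest possible with 4 libraries). With a library left out it ran from 5.40 points (without P21) to 10.2 points (without P8b). The exact permutation p was 0.0625 without P4, P8a, P12a, P12b, P17 or P21 and 0.0313 without P8b. In the sets of 6 that keep P8b, its difference of 0 makes 0.0625 the smallest possible p, and without P8b 6 libraries sufficed. With P12 and later the loss follows from the number of libraries.

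Thinning every sum to the lowest total moved all 3 stage comparisons, in part because fewer genes could be tested. It left 360 genes of 1356 tested in neurogenic progenitors (3227 without thinning), 497 of 2438 in primary RPCs (4830) and 305 of 1694 in precursors (2113). Of the calls that could still be tested, 328 of 522, 456 of 934 and 281 of 497 stayed. In primary RPCs the thinned split was 282 higher against 215 lower (56.7% higher, against 40% before), and with a mean CPM of at least 10 it was 1847 against 1548 (54.4% higher). The excess of lower genes in that class was therefore not seen among abundant genes, and the cause was not tested. Without a filter on low counts precursors had 3173 genes between stages, of 24714 tested. The cause was not tested.

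Within postnatal libraries, DESeq2 called 610 genes between neurogenic and primary progenitors (991 with edgeR) and 500 between precursors and neurogenic progenitors (957). All 610 and all 500 were among the edgeR calls. Without the library block the counts were 261 and 263. The split of the former was 147 higher against 114 lower (56.3% higher, against 46.8%), so its majority changed direction. The split of the latter was 195 higher against 68 lower (74.1% higher, against 57.7%). With no filter that comparison had 1170 genes, 811 higher against 359 lower (69.3% higher). All 261 and all 263 were among the calls with the block. The cause of these differences was not tested.

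With a library left out, the counts ran from 2579 to 3404 in neurogenic progenitors between stages, 2992 (without P8a) to 5058 (without P12b) in primary RPCs, and 1521 to 2784 in precursors. They ran from 553 (without P8a) to 1154 (without P8b) between neurogenic and primary progenitors, where leaving out P4 gave 638. Between precursors and neurogenic progenitors they ran from 583 (without P8a) to 1154 (without P8b), where leaving out P12b gave 585. The count of 1154 occurs in both comparisons by coincidence. The cause of these ranges was not tested.

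Without cells above 2 times the median UMI count of their library and type, the counts were 2659, 3963 and 1741 between stages for neurogenic progenitors, primary RPCs and precursors, 1032 between neurogenic and primary progenitors, and 733 between precursors and neurogenic progenitors, each within 1.5 times of the main count. Doublets of ordinary UMI count are not removed by this alternative. The difference in stage effect between both progenitor classes was not repeated in this way.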

Other observations

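The test of genes changed the same way in all 5 classes was chosen only after the result was seen. For the tests of depth and of mixed-in precursors the predictions came first, but the way of counting (among the calls still tested after thinning, and against the median share) was settled after values had been seen.

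The share of cones at P12 was 11.5% ± 2.59 (SD, n = 2) of the cells of a library here. That P12 value is lower than the one quoted from the study above. The share of cones was 7.67% at P17 and 30.4% at P21. Over the libraries of P12 and later it was 15.3% ± 10.3 (SD, n = 4). This SD spans several ages and does not measure the error of the share at any of them. P21 alone lay above the quoted value, while the P12 libraries (13.4% and 9.71%) and P17 lay below it. No chromatin data were used here. At E18 no cell among 5522 was annotated as a photoreceptor precursor in the RNA data used here. P1 was not analysed, so the change of progenitor annotation is bounded here only by E26 and P4.

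The numbers of genes that differed between stages were set against other splits of the same sums into groups of the same sizes. For neurogenic progenitors 1 of 100 splits, the real one, gave as many genes (3227, against 965 at most in the others). For primary RPCs it was 1 of 100 (4830 against 306) and for photoreceptor precursors 1 of 100 (2113 against 1341). Chance is argued against in these 3, as far as 100 splits of each can show. For the comparisons within libraries 1 of 16 splits gave as many genes, both for neurogenic against primary progenitors (991, next 536) and for precursors against neurogenic progenitors (957, next 590). With 16 splits the share cannot fall under 0.05, so chance cannot be excluded this way.

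Embryonic libraries were deeper, and a lower depth after birth may account for part of the stage differences. With all sums thinned to equal totals, most calls could no longer be tested, but of the 1953 that could, 1065 (54.5%) stayed past the edgeR threshold in the same direction. The share was 62.8% in neurogenic progenitors, 48.8% in primary RPCs and 56.5% in precursors, and 99.4% to 100% kept their sign. Thinned sums are drawn from the same counts, so the kept signs are no separate evidence. The smaller size of the postnatal sums is therefore argued against as the whole cause of the calls in abundant genes. Thinning the sums left the UMIs per cell and the annotation as they were, so depth per cell stays confounded with stage. For genes of low abundance, which thinning removes from the test, depth and stage stay confounded.

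A shift common to all cells of a library, such as free RNA, would change the same genes in every class. Among 7160 genes tested in neurogenic progenitors, primary RPCs, precursors, ganglion cells and horizontal cells, 438 changed in the same direction in all 5 classes. These were 18.6% of the calls in neurogenic progenitors, 16.5% in primary RPCs and 25.6% in precursors. Some calls went in the opposite direction in ganglion or horizontal cells, which a common shift alone does not allow. These were 271 calls (11.5%) in neurogenic progenitors, 221 (8.35%) in primary RPCs and 123 (7.20%) in precursors. A change in the ganglion or horizontal cells themselves could outweigh free RNA there. The opposite calls therefore do not exclude free RNA as the source of these calls in progenitors and precursors. The same sign was seen for 78.1% to 88.6% of the calls in ganglion or horizontal cells. The classes come from the same libraries, and the share that library differences alone would give was not tested. For the 438 genes, free RNA and a maturation of all retinal cells cannot be told apart, because both predict the same direction in every class.

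Row 17801 fell after birth in all 3 stage comparisons and differed 117-fold between embryonic libraries. RNA from other cells, spread over the droplets of a library, is a candidate explanation. It predicts a like number of UMIs per cell in every class of a library, and the ratio of the highest to the lowest class was 1.31 in the median embryonic library. Of the 6322 gene rows with a count in every class and embryonic library none had a lower ratio, and their median was 3.27. Rows 33363 (1.32) and 17804 (1.35) were alike in this, and row 24203 (22.5) was not. Row 33363 also had a class of its own, since ganglion cells held 1.24 UMIs per cell in E26a (the other classes 0.317 to 0.658) and 0.205 at P4 (the others at most 0.00806). For row 17801 a value goes against it: horizontal cells of E26b held 10.8 UMIs of row 17801 per cell, where the other 4 classes held 1.65 to 2.29, and the same cells were also raised for rows 17804 (22.5) and 33363 (47.3). Only 10 of the 6322 rows had a ratio under 1.5. Rows that are only in part free RNA would not be found this way. The identity of these rows was not used here. Whether the animals differ in the cell that makes this RNA was not tested.

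The hypothesis that postnatal neurogenic progenitors carry more of the photoreceptor program was tested with the 100 genes that were most raised in precursors over primary RPCs in embryonic libraries. Genes that other neurons also express were not removed from the set. A rise of the set therefore does not separate a photoreceptor program from genes shared by neurons. In neurogenic progenitors their median change after birth was 1.26 on the log2 scale, and 74 of 100 were higher. Of 10000 random sets of equal size and like expression, 0 reached this median (one-sided permutation p = 1e-04, the smallest possible, with 95% of random medians between −0.15 and 0.16). The medians were −0.01 in ganglion cells and −0.33 in horizontal cells of the same libraries. The median difference to ganglion cells was 1.27 and that to horizontal cells 1.5, which argues against photoreceptor RNA free in the postnatal libraries as the whole cause. A fall of these genes in the ganglion and horizontal cells themselves could hide such RNA, and was not tested. Precursors counted among the neurogenic progenitors would raise every abundant gene of the set by about the same share of its level in precursors. Of 57 such genes, 17 rose by less than 0.5 times the median share (38.2%), 10 of them by 0 or less. How many would do so under mixing with noise is not known, and the profile of the mixed-in cells is assumed. Mixing would raise any gene abundant in precursors. Rows 30961 and 4503 held 119 and 124 CPM in postnatal precursors. In neurogenic progenitors of the same libraries they held 3.44 ± 3.49 and 6.19 ± 3.30 CPM (SD, n = 5 each). Both rows argue against annotated precursors, at a share of 38.2%, as the whole cause. They were named for their large difference and do not speak to cells on their way to becoming precursors. A change of neurogenic progenitors therefore cannot be told apart from such cells, or from fewer precursors, counted among them. Genes are not independent replicates, and the set was tested on the libraries in which the pattern was found. A gradual change of neurogenic progenitors with age stays open as a hypothesis.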
